# Gamma-Aminobutyrate Transaminase Protects against Lipid Overload-Triggered Cardiac Injury in Mice

**DOI:** 10.3390/ijms23042182

**Published:** 2022-02-16

**Authors:** Mengxiao Zhang, Huiting Zhong, Ting Cao, Yifan Huang, Xiaoyun Ji, Guo-Chang Fan, Tianqing Peng

**Keywords:** lipid overload, ABAT, mitochondrial dysfunction, heart dysfunction, apoptosis, cardiomyocytes, ROS

## Abstract

Lipid overload contributes to cardiac complications of diabetes and obesity. However, the underlying mechanisms remain obscure. This study investigates the role of gamma-aminobutyrate transaminase (ABAT), the key enzyme involved in the catabolism of γ-aminobutyric acid (GABA), in lipid overload-induced cardiac injury. Microarray revealed a down-regulation of ABAT mRNA expression in high fat diet (HFD)-fed mouse hearts, which correlated with a reduction in ABAT protein level and its GABA catabolic activity. Transgenic mice with cardiomyocyte-specific ABAT over-expression (Tg-ABAT/tTA) were generated to determine the role of ABAT in lipid overload-induced cardiac injury. Feeding with a HFD to control mice for 4 months reduced ATP production and the mitochondrial DNA copy number, and induced myocardial oxidative stress, hypertrophy, fibrosis and dysfunction. Such pathological effects of HFD were mitigated by ABAT over-expression in Tg-ABAT/tTA mice. In cultured cardiomyocytes, palmitate increased mitochondrial ROS production, depleted ATP production and promoted apoptosis, all of which were attenuated by ABAT over-expression. With the inhibition of ABAT’s GABA catabolic activity, the protective effects of ABAT remained unchanged in palmitate-induced cardiomyocytes. Thus, ABAT protects the mitochondrial function in defending the heart against lipid overload-induced injury through mechanisms independent of its GABA catabolic activity, and may represent a new therapeutic target for lipid overload-induced cardiac injury.

## 1. Introduction

The rising prevalence of obesity and diabetes has been a major public health problem worldwide [1]. Both obesity and diabetes are leading risk factors for cardiovascular disease [2]. The heart uses fatty acid as a primary energy source, with an estimated 60–80% of ATP generated from fatty acid oxidation and the rest of the ATP generated from glucose utilization [3]. A healthy heart has a rapid fatty acid uptake rate, which is tightly coupled with the mitochondrial utilization of fatty acid. Under the conditions of obesity and diabetes, excessive fatty acid uptake exceeds the mitochondrial fatty acid oxidation capacity, leading to lipid overload or the accumulation of lipid intermediates in cardiomyocytes [4], which may change cellular structure and induce cell death, a condition referred to as cardiac lipotoxicity [5]. Lipotoxicity impairs heart function, eventually leading to pathological cardiac remodeling and heart failure. To date, the underlying mechanisms of lipid overload-associated cardiac injury remain incompletely understood.

Gamma-aminobutyrate transaminase (ABAT), also known as γ-aminobutyric acid transaminase (GABA-T), is the key enzyme involved in the catabolism of principal inhibitory neurotransmitter GABA. ABAT is localized within the mitochondrial matrix and catalyzes the transfer of amino group of GABA to α-ketoglutarate, forming succinic semialdehyde, which is subsequently converted to succinate, a key intermediate in the tricarboxylic acid cycle [6]. Interestingly, a recent study reported that ABAT functions in the mitochondrial nucleoside salvage pathway to facilitate the conversion of dNDPs to dNTPs for mitochondrial DNA (mtDNA) biosynthesis in fibroblasts and photoreceptor cells [7]. This study underscores an important role of ABAT in mitochondrial biogenesis. Given that mitochondrial DNA synthesis and biogenesis are compromised in diseased hearts [8,9,10,11], it is possible that ABAT may play a role in cardiac bio-pathology. However, it has never been investigated whether ABAT is altered in diseased hearts and what its potential role is in the heart.

In this study, we generate transgenic mice with cardiomyocyte-specific ABAT over-expression and investigate the roles and potential mechanisms of ABAT in lipid overload-induced heart damage. We use a high fat diet-fed mouse model and an in vitro palmitate incubation model. We found that ABAT over-expression protects against lipid overload-induced cardiomyocyte death and heart dysfunction. Thus, ABAT may represent a new therapeutic target for lipid overload-induced cardiac injury.

## 2. Materials and Methods

### 2.1. Animal

This research conformed to the Guide for the Care and Use of Laboratory Animals published by the U.S. National Institute of Health (NIH Publication, 8th Edition, 2011). All experimental protocols were approved by the Animal Use Subcommittee of Soochow University, China, and Western University, Canada. Breeding pairs of C57BL/6 male mice were purchased from the Jackson Laboratory. A breeding program was implemented to produce neonates at our animal care facilities. Transgenic mice with a cardiomyocyte-specific over-expression of tetracycline transactivator (Tg-tTA) were kindly provided by Dr. Jeffrey Robbins [12]. A transgenic vector containing full-length human *Abat* cDNA (accession number: NM_020686) under the tetracycline transactivator (tTA)-inducible mouse alpha-myosin heavy chain (α-MHC) promoter was constructed, and transgenic mice with human ABAT expression driven by tTA inducible mouse α-myosin heavy chain (α-MHC) promoter (Tg-ABAT) was generated as described [12]. The Tg-ABAT mice were then crossed with Tg-tTA mice to produce wild-type, Tg-tTA, Tg-ABAT, and Tg-ABAT/tTA mice, which were identified by polymerase chain reaction (PCR) using both tTA and human *Abat* primers. Tg-ABAT/tTA mice expressed human ABAT in cardiomyocytes. All of the adult mice used in this study were littermates of the same generation.

All the animals were housed in a temperature- and humidity-controlled facility at 12 h light and dark cycles with water and food *ad libitum*.

### 2.2. Experimental Protocol

Male Tg-ABAT/tTA mice and their littermate controls, including wild-type, Tg-tTA and Tg-ABAT mice, were fed a high fat diet (60% kcal from fat, HFD) or a standard chow diet (normal diet, ND) starting from age 4 weeks for a total of 4 months. This HFD contained 26.2% protein, 26.3% carbohydrate and 34.9% fat (% by weight) (Research Diets, New Brunswick, NJ, USA).

### 2.3. Intraperitoneal Glucose Tolerance Test

For intraperitoneal glucose tolerance test (GTT), mice were fasted for 12 h before being administered a glucose load (2 g/kg, *i.p.*). Blood samples were collected from the tail vein at 0, 15, 30, 60, 120 min after glucose injection, and blood glucose was measured using a glucose meter (Roche, Indianapolis, IN, USA). the GTT curve was obtained and the area under curve (AUC) was calculated.

### 2.4. Echocardiography

The mice were anesthetized with inhaled isoflurane (1%) and imaged using a 40 MHz linear array transducer attached to a preclinical ultrasound system (Vevo 2100, Fujifilm VisualSonics, Toronto, ON, Canada) with nominal in-plane spatial resolution of 40 μm (axial) × 80 μm (lateral). M-mode and 2-D parasternal short-axis scans (133 frames/second) at the level of the papillary muscles were employed to assess the changes in left ventricular (LV) end-systolic inner diameter, LV end-diastolic inner diameter, LV posterior wall thickness in end-diastole and end-systole, and fractional shortening (FS). To assess the diastolic function, the pulsed wave Doppler measurements of maximal early (E) and late (A) transmittal velocities in diastole were obtained in the apical view with a cursor at mitral valve inflow [13].

### 2.5. Histological Analysis

Heart tissues were routinely collected, fixed, processed and sectioned. The cardiomyocyte cross-sectional area and collagen deposition were determined after Texas-Red^TM^-X conjugated wheat germ agglutinin (WGA, Molecular Probes, Eugene, OR, USA) staining and Sirius red (Shanghai Yuanye Biotechnology, Shanghai, China) staining, respectively, as previously described [13].

### 2.6. Analysis of Differentially Expressed Genes

Microarray was performed to analyze the gene expression in ND- and HFD-fed mouse hearts (three hearts in each group) through the collaboration with Oebiotech Inc. (Shanghai, China). Briefly, the total RNA was extracted and purified from heart tissues using the mirVana™ RNA Isolation Kit (Ambion, Austin, TX, USA) and QIAGEN RNeasy^®^ Mini Kit (Qiagen, Valencia, CA, USA), respectively, following the manufacturer’s instructions. cRNA synthesis, labeling, fragmentation and hybridization were sequentially conducted using the Agilent Mouse Gene Expression Microarray Kit (Design ID: 028005, Agilent Technologies, Santa Clara, CA, USA). The slides were scanned using the Agilent Microarray Scanner (Agilent p/n G2505C, Agilent Technologies, Santa Clara, CA, USA). Data was extracted using the Agilent Feature Extraction Software (Version 10.7, Agilent Technologies, Santa Clara, CA, USA). The mRNA expression profiles were deposited into the gene expression omnibus (GEO) database (GSE150229).

### 2.7. Triglyceride in Heart Tissues

Triglyceride was measured in heart tissue lysates using a commercially available kit (Nanjing Jiancheng Bioengineering Institute, Nanjing, China), according to the manufacturer’s instructions.

### 2.8. Determination of Oxidative Stress in Heart Tissues

The formation of reactive oxygen species (ROS) in heart tissue lysates was assessed using the Amplex^®^ Red Hydrogen Peroxide/Peroxidase Assay Kit (Molecular Probes, Eugene, OR, USA). Oxidative damage was determined by measuring the malondialdehyde (MDA) and protein carbonyl content in heart tissue lysates using a TBARS assay kit (Cayman Chemical, Ann Arbor, MI, USA) and a Protein Carbonyl Colorimetric Assay Kit (Cayman Chemical, Ann Arbor, MI, USA), respectively. All these experiments were conducted following the manufacturer’s instructions.

### 2.9. Isolation and Cultures of Neonatal Cardiomyocytes

Neonatal mice (born within 24 h) were euthanized by decapitation and their hearts were excised. Neonatal cardiomyocytes were isolated and cultured according to the methods we described previously [5]. After 24 h of isolation, the cardiomyocytes were subjected to various treatments.

### 2.10. Bovine Serum Albumin (BSA)-Free Fatty Acid (FFA) Conjugation

Sodium oleate and sodium palmitate (Sigma-Aldrich, St. Louis, MO, USA) were dissolved in purified water at 70 °C to a concentration of 20 mM, and then conjugated with 20% BSA (Sigma-Aldrich, St. Louis, MO, USA) with a volume ratio of 1:1 at 37 °C. For cell treatment, BSA-FFA conjugates were diluted to the concentration of 500 μM with cell culture medium.

### 2.11. Adenoviral Infection of Cardiomyocytes

For in vitro ABAT over-expression, neonatal cardiomyocytes were infected with an adenoviral vector containing human *Abat* (Ad-ABAT, Vector Biolabs, Philadelphia, PA, USA) at a multiplicity of infection of 100 PFU/cell. An adenoviral vector containing beta-gal (Ad-gal, Vector Biolabs, Philadelphia, PA, USA) served as a control. Adenovirus-mediated gene transfer was implemented as previously described [14].

### 2.12. Measurement of Mitochondrial Superoxide Generation in Cardiomyocytes

Mitochondrial superoxide generation was assessed in living cardiomyocytes using the MitoSOX^TM^ Red mitochondrial superoxide indicator (Molecular Probes, Eugene, OR, USA) following the manufacturer’s instructions.

### 2.13. ABAT’s GABA Catabolic Activity

ABAT activity assay was performed as previously described [15], with minor modification. Briefly, tissues or cells were homogenized with a lysis buffer (10 mM K_2_HPO_4_, 20% glycerol, 0.13% Triton X-100, 0.1 mM glutathione, 0.1 mM pyridoxal-5′-phosphate, and 1 mM disodium EDTA). After centrifugation at 12,000× *g* at 4 °C for 30 min, the supernatant containing 80 μg of total protein, or lysis buffer alone as a blank control, were mixed with 180 μL of assay buffer (100 mM potassium pyrophosphate, 5 mM α-ketoglutarate, 0.4 mM NAD^+^, 2 mM DTT, and 0.01 mM PLP). After pre-incubation at 30 °C for 15 min, GABA was added to the mixtures to a final concentration of 10 mM and incubated for 30 min. ABAT activity was proportional to the formation of NADH from NAD^+^, which was recorded as the increase in absorbance at 340 nm.

### 2.14. Analysis of Apoptosis

Apoptosis was determined by measuring caspase 3 activity and cellular DNA fragmentation as previously described [16].

### 2.15. Real-Time RT-PCR

Total RNA was extracted using the TRIzol reagent (Takara, Tokyo, Japan) following the manufacturer’s instructions. Real-time reverse transcription (RT)-PCR was performed as previously described [17]. The sequences of primers are as follows: *Abat*, 5′-GGAGCATCGGAAGGTGATCG-3′ and 5′-CCCGCGTCCTGATTAGATGG-3′; *Gapdh*, 5′-CAGTGTTGGGGGCTGAGTTC-3′ and 5′-AAAGGGCATCCTGGGCTACA-3′.

For the determination of mitochondrial DNA (mtDNA) copy number, total DNA was isolated from heart tissues using QIAamp DNA Mini Kit (Qiagen, Valencia, CA, USA) following the manufacturer’s instructions. Mitochondrially encoded NADH1 (*mtND1*) and beta-2-microglobulin (*B2M*) DNA was measured by real-time PCR and their ratio was used as an indicator of the mtDNA copy number. The sequences of the primers for *mtND1* and *B2M* are as follows: *mtND1*, 5′-GAGGGAACCAAACTGAACGC-3′ and 5′-TGGATCCGTTCGTAGTTGGAG-3′; and *B2M*, 5′-CAGACTCTGCGATGTTTCCA-3′ and 5′-GCCTGAGCACTTCCAGAAAC-3′.

### 2.16. Western Blotting

Tissue and cell lysates were subjected to SDS-PAGE for separation of proteins followed by immuno-blotting as previously described [18]. Anti-ABAT (1:10,000 dilution; ab108249, Abcam, Cambridge, MA, USA) and anti-GAPDH (1:5000 dilution; 10494-1-AP, Proteintech, Chicago, IL, USA) were used to detect the protein levels of ABAT and GAPDH, respectively.

### 2.17. Statistical Analysis

Data were expressed as the mean ± SD. Student’s *t*-test was employed for comparison between the two groups. ANOVA followed by the Newman–Keuls test was performed for multi-group comparisons. A *p*-value of less than 0.05 was considered significant.

## 3. Results

### 3.1. HFD Feeding Results in a Down-Regulation of ABAT in Mouse Hearts

Microarray analysis identified the difference of gene expression between ND- and HFD-fed mouse hearts (Figure 1a). 

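Each array carried the RNA of 1 heart, taken from 3 ND- and 3 HFD-fed C57BL/6 mice after 4 months of feeding that started at 4 weeks of age. The HFD supplied 60% of its kcal as fat, and the ND was a standard chow. The arrays were Agilent mouse gene expression arrays read in 1 colour (Cy3), so that the brightness of a spot belongs to a single heart. The authors' extraction software subtracted the background of each spot within its array, and the deposited intensities were not normalized between arrays. All 6 arrays lay on 1 slide, with HFD 1 and HFD 2 on row 1 and the other 4 arrays on row 2. Of the 55681 probes other than controls, 28200, 29295 and 27416 were well above background in ND 1, ND 2 and ND 3, and 29503, 29392 and 29338 in HFD 1, HFD 2 and HFD 3. No spot was saturated, and the 75th percentile of the intensity lay between 453 and 544 on the 6 arrays. The software rated HFD 2 as an array to evaluate and the other 5 arrays as in range. The slope of the spike-in controls was 0.896 in HFD 2 and 0.92 to 0.96 on the other 5 arrays. The number of arrays limits the precision of every value. Intensities were put on the log2 scale relative to the 75th percentile of their array, and the 27590 probes well above background on every array of at least 1 group were compared with limma, two-sided, with Benjamini-Hochberg adjustment. The methods give an unadjusted p of 0.05 as the limit for 2 groups and name no normalization and no fold limit, so the 2-fold limit used here is not the paper's. Before adjustment, 3275 probes had a p below 0.05, 1445 of them higher and 1830 lower in HFD, and 169 of these differed at least 2-fold (87 higher and 82 lower). The HFD and ND hearts did not overlap for 160 of the 169, and for 5236 of all 27590 (19.0%, where chance gives 10%). For 73 of the 169, the dimmer group was not well above background on every array, which leaves the size of the change open there. After adjustment, 4 probes passed, all higher in HFD, although settings with more calls had them in both directions. The first was probe A_55_P2092730 of *Wdfy1* (NM_001111279, chromosome 1 from 79698903 to 79698962 of mm9), at −0.19 ± 0.08 (SD, n = 3) in ND and 1.88 ± 0.08 in HFD, a log2 fold change of 2.07 (SE 0.08, adjusted p = 0.00600). A probe of the same *Wdfy1* transcript, A_66_P118236, had a log2 fold change of 2.33 (SE 0.16, adjusted p = 0.0417) but was not well above background in any ND heart. It was at least 4.77-fold higher in HFD. Such a bound sets the mean of the brighter group against the lowest signal well above background on each array of the dimmer group, or the probe's own signal where that was higher. The bounds leave out sampling error and hold for this processing only. With normexp background correction the log2 fold change of A_66_P118236 was 0.87, which is below its bound. The probes of another *Wdfy1* transcript, NM_027057, did not rise and had log2 fold changes of −0.57 (SE 0.19, adjusted p = 0.351) and −0.16 (SE 0.17, adjusted p = 0.772). The log2 fold change of *Chrna2* was 2.05 (SE 0.11, adjusted p = 0.0210), from 0.26 ± 0.09 in ND to 2.31 ± 0.17 in HFD. The log2 fold change of *Amph* was 1.45 (SE 0.10, adjusted p = 0.0417), from −0.60 ± 0.08 in ND to 0.85 ± 0.15 in HFD. The largest increase among the probes at an unadjusted p below 0.05 and 2-fold belonged to a long non-coding RNA probe on chromosome 19 (44651378 to 44651437), at least 2.24-fold higher in HFD and not past the adjustment (adjusted p = 0.14). The probe's log2 fold change went down to 0.67 in other settings, below that bound. The limma setting with an intensity trend and robust variances raised the number of adjusted calls most, to 81 (44 higher and 37 lower), the 4 among them. The number at an unadjusted p below 0.05 and 2-fold ranged from 40 with normexp background correction to 626 with no filter on dim probes. With ND 1, HFD 2 or HFD 3 left out, limma called 0 probes after adjustment, against 2182, 3560 and 2919 before it.

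**Figure D1:**
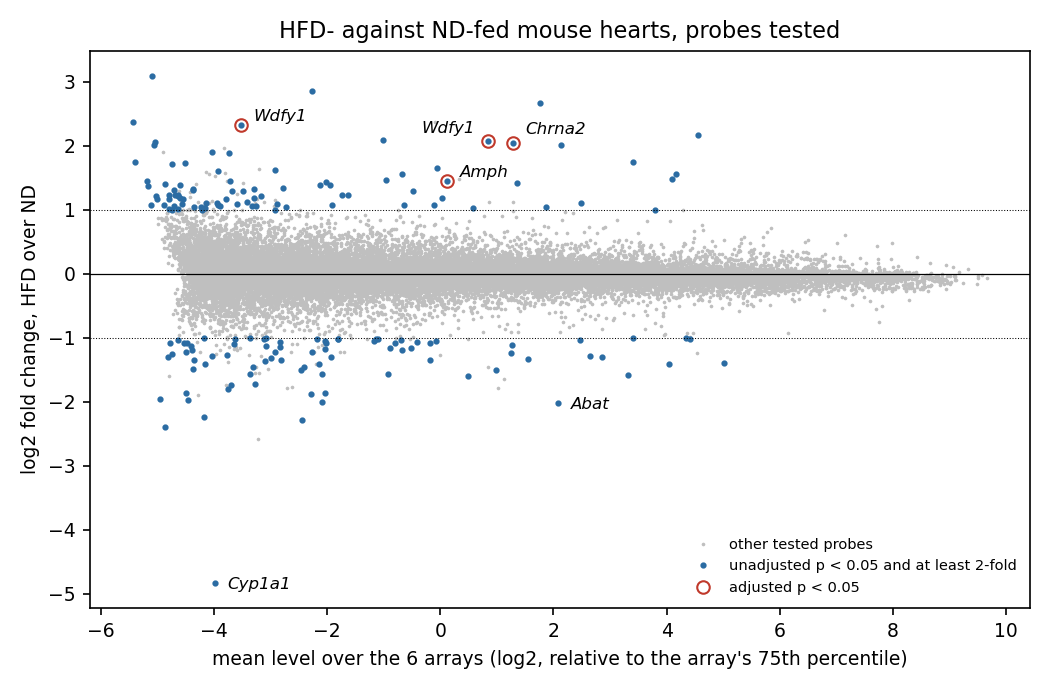
Log2 fold change of HFD over ND (vertical axis) against the mean level over the 6 arrays (horizontal axis, log2 relative to the 75th percentile of the array) for the 27590 tested probes. Blue points are the 169 probes at an unadjusted p below 0.05 and at least 2-fold (dotted lines), red circles the 4 past the adjustment, all above 0, and *Abat* and *Cyp1a1* are named among the lower probes.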

Among the differentially expressed genes, *Abat* was one of the most down-regulated genes in the HFD group compared with the ND group (Figure 1a). 

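*Abat* was read by probe A_55_P2015495, designed on transcript variant 1 (NM_172961), which lies on the plus strand of chromosome 16 from 8621576 to 8621635 of mm9 and has the sequence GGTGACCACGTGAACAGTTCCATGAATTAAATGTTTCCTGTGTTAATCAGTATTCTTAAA. Its place within the exons of the gene was not analysed here. The level was 3.09 ± 0.14 (mean ± SD, n = 3) in ND hearts and 1.08 ± 0.72 in HFD hearts. The single hearts were at 3.25, 3.00 and 3.01 in ND and at 1.80, 0.37 and 1.06 in HFD. On the linear scale before scaling, the intensities were 4647, 3866 and 3844 in ND and 1797, 584 and 1133 in HFD, all well above background. The log2 fold change was −2.01 (SE 0.35), which puts the HFD hearts at 24.8% of the ND level, a 4.03-fold difference. Each HFD heart was below each ND heart (two-sided exact permutation test, p = 0.10, the smallest that 3 hearts against 3 allow). The limma p was 0.00118 without adjustment, within the limit the methods give, and 0.155 after adjustment over all probes tested, so *Abat* did not pass the adjustment. Its p ranked 210 among all probes tested. By the size of the decrease, *Abat* ranked 6 among all probes tested, and 5 among the 82 lower probes at an unadjusted p below 0.05 and 2-fold. Among probes well above background on all 6 arrays it ranked 2, after *Chi3l3*, with a log2 fold change of −2.28 (SE 0.64, adjusted p = 0.286). The other probes with a larger decrease were dim in HFD hearts. *Cyp1a1* was not well above background in any HFD heart and was at least 9.76-fold lower (adjusted p = 0.0784). *Sucnr1* and a long non-coding RNA probe on chromosome 6 (134845910 to 134845969) were well above background in 1 HFD heart each, and were at least 2.03-fold and at least 2.58-fold lower (adjusted p = 0.303 and 0.332). The remaining one, a long non-coding RNA probe on chromosome 10, had an unadjusted p of 0.130 in limma. In other settings the log2 fold changes of *Cyp1a1*, *Sucnr1* and the chromosome 6 probe came as near 0 as −1.83, −0.54 and −0.56. These are smaller decreases than the bounds. A second probe on the array under the name *Abat*, A_55_P2090577 (AK160802), was not well above background on any array and was not tested. With normexp background correction *Abat* had the largest decrease of all probes (rank 1), and with no filter on dim probes it ranked 74. With 1 heart left out in turn, the log2 fold change lay between −2.37 (without HFD 1) and −1.66 (without HFD 2) and the rank between 8 (without HFD 1) and 41 (without ND 1). HFD 2, the heart with the lowest *Abat* level, also had the lowest mean level of a list of atrial muscle genes, 1.12 against 3.44 to 6.12 on the other arrays. However, ND 1, with the next lowest atrial level (3.44), had the highest *Abat* level (3.25). In a fit with an atrial score as a covariate, chosen after the data were seen, the log2 fold change of *Abat* was −1.94 (SE 0.24, adjusted p = 0.117). The paper states from these arrays that *Abat* was among the most down-regulated genes, and then measured its mRNA by RT-PCR, its protein and its activity in HFD- and ND-fed hearts (Figure 1b–d). Together with the higher triglyceride content of HFD-fed hearts (Supplementary Figure S1a), the paper concludes from these results that lipid overload reduced ABAT in the hearts of HFD-fed mice.

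**Figure D2:**
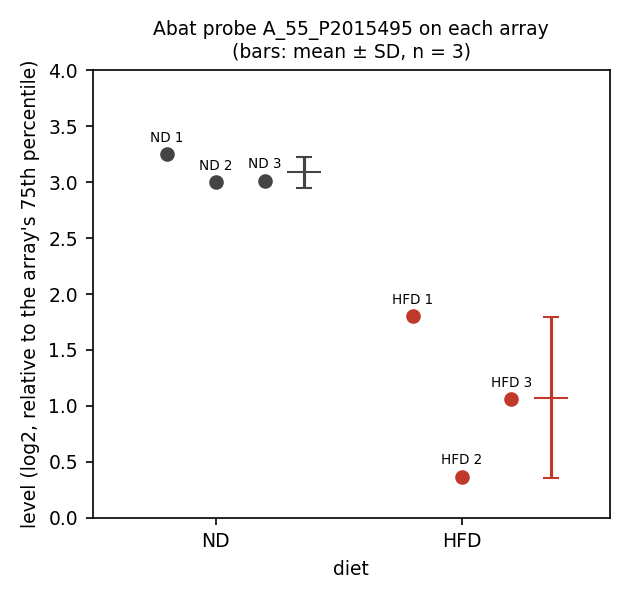
Level of *Abat* probe A_55_P2015495 (vertical axis, log2 relative to the 75th percentile of the array) in each ND and HFD heart (points) with the mean ± SD of each diet (bars, n = 3). The ND hearts lie between 3.00 and 3.25, and the HFD hearts lie lower and farther apart, between 0.37 and 1.80.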

The down-regulation of *Abat* mRNA was validated by real-time RT-PCR (Figure 1b). Similarly, the protein levels of ABAT and its GABA catabolic activities were significantly lower in the HFD-fed group compared with the ND-fed mouse heart tissues (Figure 1c,d). Since HFD increased the triglyceride contents in mouse heart tissues (Supplementary Figure S1a), indicative of myocardial ectopic lipid accumulation, these results indicate that lipid overload reduced ABAT in the hearts of HFD-fed mice.

### 3.2. Cardiomyocyte-Specific Over-Expression of ABAT Reduces Myocardial Dysfunction without Affecting the Systemic Metabolism in Mice Fed a HFD

A reduction in ABAT in HFD-fed mouse hearts suggests a potential role of ABAT in lipid overload-induced myocardial disorders. To address this, we created a novel line of transgenic mice with cardiac-specific over-expression of ABAT (Tg-ABAT/tTA, Supplementary Figure S2). The over-expression of ABAT was verified in the heart tissues of Tg-ABAT/tTA mice (aged 5 months) by Western blot analysis (Figure 2a). The GABA catabolic activity assay confirmed an up-regulation of ABAT activity by about 5-fold in Tg-ABAT/tTA mouse hearts (Figure 2b). In contrast, ABAT protein expression was not increased in other organs of Tg-ABAT/tTA mice compared with their littermate controls, including lung, liver and kidney tissues (Supplementary Figure S3).

Under normal conditions, transgenic Tg-ABAT/tTA mice grew normally without adverse phenotypes and there are no differences in body weight, metabolism and myocardial function between Tg-ABAT/tTA mice and their relevant littermate controls by the age of 5 months (Figure 2c–f and Supplementary Figure S1a–d). These results rule out the potential adverse effects of ABAT over-expression and tTA transgene expression in Tg-ABAT/tTA mice.

To determine the effects of transgenic ABAT over-expression in lipid overload-associated myocardial disorders, we fed Tg-ABAT/tTA mice and their littermate controls a HFD or ND starting from the age of 1 month for a total of 4 months, as previously described [5]. Mice fed a HFD developed metabolic disorders, including increased triglyceride levels, increased body weight, elevated fasting blood glucose and impaired glucose tolerance when compared to ND-fed mice (Supplementary Figure S1a–d and Supplementary Table S1). Transgenic ABAT over-expression did not change the metabolic parameters in mice fed an ND or HFD. No death was observed in mice fed an ND or HFD for 4 months.

The echocardiographic analysis revealed that mice fed a HFD displayed a decrease in EF% and FS%, indicative of an impaired systolic function, and a decrease in the E/A ratio, indicative of a compromised diastolic function, suggesting that lipid overload induces myocardial dysfunction in control mice (Figure 2c–f and Supplementary Table S2), which is consistent with previous reports [5]. However, transgenic ABAT over-expression relatively increased the EF%, FS% and E/A ratio in Tg-ABAT/tTA mice compared with their littermate controls after HFD feeding. Since our pilot study showed that myocardial function was similar among wild-type, Tg-tTA and Tg-ABAT fed an ND and HFD, we used Tg-ABAT mice as their littermate controls for Tg-ABAT/tTA mice for the following studies. Thus, our results suggest that transgenic ABAT over-expression in hearts reduces lipid overload-induced myocardial dysfunction in mice.

### 3.3. Lipid Overload-Induced Myocardial Remodeling Is Attenuated by Transgenic ABAT Over-Expression in Mice

Four months after feeding a HFD, the histological analysis of cardiomyocyte cross-sectional areas revealed an increase in cardiomyocyte size, indicative of cardiomyocyte hypertrophy in control mice. However, the cardiomyocyte sizes were not increased in Tg-ABAT/tTA mice fed a HFD (Figure 3a,b). There was no difference in the cardiomyocyte size when comparing Tg-ABAT/tTA mice and their littermate controls after feeding an ND. These results demonstrate that transgenic ABAT over-expression reduces HFD-induced myocardial hypertrophy.

To determine myocardial fibrosis, we stained heart tissue sections with Picro Sirius red to highlight collagen deposition. The deposition of total collagen was increased in HFD-fed mouse hearts as determined by the ratio of collagen area to total area; however, transgenic ABAT over-expression correlated with a significant reduction in the levels of collagen deposition in Tg-ABAT/tTA mice fed a HFD (Figure 3c,d). This result suggests that ABAT prevents myocardial fibrosis in mice fed a HFD.

### 3.4. Transgenic ABAT Over-Expression Improves Mitochondrial Function and Attenuates Oxidative Stress and Apoptosis in HFD-Fed Mouse Hearts

Since ABAT was reported to play an important role in maintaining mtDNA synthesis [7], we analyzed the mtDNA copy number and cellular energy production in the form of ATP in heart tissues. As shown in Figure 4a,b, mtDNA copy number and ATP production were significantly reduced in control mice fed a HFD relative to ND. However, their levels were preserved in Tg-ABAT/tTA mice fed a HFD. ATP production and mtDNA copy number were similar in Tg-ABAT/tTA mice and their littermate controls fed an ND. This result suggests that the over-expression of ABAT may protect mitochondrial function in lipid overload-induced mice.

Compromised mitochondria ensure excessive ROS production, leading to oxidative stress. Therefore, we determined whether transgenic ABAT over-expression could ameliorate HFD-induced oxidative stress in the heart. As shown in Figure 4c–e, HFD induced a significant increase in ROS production in control mouse heart tissues, which was concomitant with myocardial oxidative damage as evidenced by the increased production of MDA and protein carbonyls. The productions of ROS, MDA and protein carbonyls were much less in heart tissues of Tg-ABAT/tTA mice, compared with their littermate controls after feeding a HFD. ND-fed Tg-ABAT/tTA mice and their littermate controls had similar productions of ROS, MDA and protein carbonyls in their heart tissues. Thus, transgenic ABAT over-expression prevents oxidative stress in HFD-fed mouse hearts.

It is well known that oxidative stress promotes apoptotic cell death [19], an important mechanism contributing to lipid overload-associated heart dysfunction, we determined caspase-3 activity as an indicator of apoptosis in the heart. Caspase-3 activity was much higher in mice fed a HFD relative to ND. However, transgenic ABAT over-expression significantly reduced HFD-induced caspase-3 activity in Tg-ABAT/tTA mice compared with their littermate controls (Figure 4f). This result suggests that the over-expression of ABAT may prevent lipid overload-induced apoptotic cell death in the heart.

### 3.5. Over-Expression of ABAT Attenuates Palmitate-Induced Cardiomyocyte Injury In Vitro

To provide direct evidence to support the protective role of ABAT and exclude any confounding effects of systemic factors in attenuating lipid overload-induced heart dysfunction, we infected cultured neonatal mouse cardiomyocytes with Ad-ABAT. Ad-gal served as a control. Twenty-four hours after adenoviral infection, cardiomyocytes were incubated with palmitate or oleate (500 μM) as an osmotic control for another 48 h. We chose palmitate to induce lipid overload in cultured cardiomyocytes, because palmitate is one of the major saturated fatty acids in the plasma [20] and HFD elevates palmitate levels in mouse hearts [2]. Infection with Ad-ABAT increased the levels of ABAT protein and activity in cardiomyocytes (Figure 5a). Incubation with palmitate increased mitochondrial ROS production determined by mito-SOX assay (Figure 5b,c) and induces apoptosis, as evidenced by the increases in caspase-3 activity and cellular DNA fragmentation relative to oleate (Figure 5d,e), all of which were attenuated by ABAT over-expression. The over-expression of ABAT also increased ATP production in palmitate-induced cardiomyocytes (Figure 5f). These results demonstrate that the over-expression of ABAT improves mitochondrial energy metabolism, attenuates mitochondrial ROS production and apoptotic cell death in cardiomyocytes induced by lipid overload.

### 3.6. The Protective Effect of ABAT Over-Expression on Palmitate-Induced Apoptosis Is Independent of Its GABA Catabolic Activity

To gain insights into the role of ABAT, we determined if ABAT’s GABA catabolic activity is involved in lipid overload-induced cardiomyocyte apoptosis and myocardial dysfunction. Neonatal mouse cardiomyocytes were infected with Ad-ABAT or Ad-gal, and 24 h later, incubated with palmitate or oleate (500 µM) in the presence of Vigabatrin (500 µM), a selective inhibitor of ABAT’s GABA catabolic activity [21], or vehicle for additional 48 h. As shown in Figure 6a, ABAT activity was significantly increased in Ad-ABAT compared with Ad-gal-infected cardiomyocytes. Incubation with Vigabatrin resulted in a dramatic reduction of ABAT activity in both Ad-ABAT- and Ad-gal-infected cardiomyocytes. Similarly, palmitate elicited apoptosis as determined by caspase-3 activity and DNA fragmentation in Ad-gal-infected cardiomyocytes. Infection with Ad-ABAT attenuated palmitate-induced apoptosis. Intriguingly, the inhibition of ABAT’s GABA catabolic activity with Vigabatrin had no effect on apoptosis in both palmitate- and oleate-stimulated cardiomyocytes. Furthermore, the protective effect of ABAT over-expression was not changed in palmitate-induced cardiomyocytes when ABAT’s GABA catabolic activity was inhibited with Vigabatrin (Figure 6b,c). This finding suggests that the protective role of ABAT is mediated through mechanisms independent of ABAT’s GABA catabolic activity in lipid overload-induced myocardial injury.

## 4. Discussion

The defect of ABAT is associated with severe neurological disorders, such as early onset encephalopathy and epilepsy [22]. Additionally, GABAergic signaling has been reported to present in non-neuronal tissues. For example, ABAT is down-regulated in clear cell renal carcinoma tissues [23] and basal-like breast cancer tissues [6], and over-expression of ABAT suppresses tumor cell growth [23]. Despite the presence of GABA and GABA receptor in the heart [24], the role of ABAT has never been reported in cardiac bio-pathology. In the current study, we found that lipid overload resulted in a reduction in ABAT in the heart and over-expression of ABAT attenuated lipid overload-induced cardiomyocyte death and heart dysfunction. To the best of our knowledge, this is the first study that reveals the importance of ABAT in defending the heart against lipid overload-induced cardiac pathology.

ABAT is the rate-limiting enzyme that converts GABA to succinate, which subsequently enters the tricarboxylic acid cycle to facilitate mitochondrial oxidative phosphorylation [25]. In fact, it was reported that the disruption of the GABA catabolism impaired mitochondrial respiration in fungus [26] and that the over-expression of ABAT increased, whereas the inhibition of ABAT reduced mitochondrial respiration in articular chondrocytes [27]. As we showed that ABAT was reduced in mouse hearts in response to lipid overload, we subsequently generated a new line of transgenic mice with cardiomyocyte-specific ABAT over-expression to determine the role of ABAT in lipid overload-induced heart dysfunction. We provided in vivo evidence that the over-expression of ABAT increased ATP production reduced oxidative stress, prevented apoptosis, attenuated myocardial remodeling and preserved heart function in HFD-fed mice. In an in vitro model, ABAT over-expression attenuated mitochondrial ROS production and apoptosis, and increased ATP production in palmitate-induced cultured cardiomyocytes. However, the inhibition of ABAT with Vigabatrin did not affect the protective effect of ABAT over-expression on palmitate-induced apoptosis in cardiomyocytes. Thus, we argue that ABAT protects against lipid overload-induced cardiomyocyte death and heart dysfunction through unknown mechanisms independent of its GABA catabolic function. Our data also suggest that GABA catabolism may be a neglectable source of succinate in cardiomyocytes as major sources of succinate for the tricarboxylic acid cycle are available including glucose and lipid metabolism. Nevertheless, the underlying mechanisms by which ABAT exerts cardiac protection require further investigation.

A recent study reveals a new role of ABAT in the mitochondrial DNA salvage pathway, which is independent of the GABAergic system [28]. We determined the effect of ABAT over-expression on the mtDNA copy number in the heart. We showed that lipid overload dramatically decreased the cardiac mtDNA copy number, and that cardiac specific ABAT over-expression prevented mtDNA depletion in HFD-fed mouse hearts. This finding suggests a role of ABAT in maintaining cardiac mitochondrial genome stability in the context of lipid overload-induced heart dysfunction. This raises such a possibility that maintaining the mtDNA copy number through the mtDNA salvage pathway and subsequently mitochondrial biogenesis, which is compromised in the heart under metabolic disorders [29], may be a mechanism by which ABAT protects the heart under lipid overload. However, our data does not support this hypothesis, as the inhibition of ABAT’s GABA catabolic activity did not reverse the protective effect of ABAT over-expression on palmitate-induced apoptosis in cardiomyocytes, whereas ABAT requires its GABA catabolic function for mitochondrial nucleoside metabolism [7]. Thus, it seems that the role of ABAT in the mitochondrial DNA salvage pathway may depend on different cells/tissues and/or pathological conditions.

In mitochondria, there is the interplay among mtDNA deficiency, respiration and oxidative stress. Since mtDNA is responsible for coding of several subunits of respiratory complex, deficiency of mtDNA results in aberrant oxidative phosphorylation and excessive ROS production due to an imbalance between subunits of the electron transport chains coded by mtDNA and those coded by nuclear DNA [30]. In turn, excessive ROS reacts with the sugar phosphate backbone and pyrimidine bases, causing mtDNA breaks and base modifications [31], which further impairs mitochondrial function, leading to further ROS production. Likewise, excessive ROS impairs respiration in the mitochondria. It is speculated that ABAT may prevent mitochondrial ROS production or protect respiration thereby reducing lipid overload-induced cardiomyocyte death and heart dysfunction.

## 5. Conclusions

We demonstrated a new role of ABAT in protecting against lipid overload-induced cardiomyocyte death and heart dysfunction, which is associated with preservation of mitochondrial function and energy metabolism, and prevention of oxidative stress. Thus, ABAT may represent a new therapeutic target for metabolic disorder-related heart diseases. Future studies are needed to determine whether ABAT plays similar roles in other heart diseases. It is important to point out that the beneficial role of ABAT is independent of its GABA catabolic function. An understanding of the underlying mechanisms may provide important insights into ABAT biology and its implications in patho-physiology.

## Figures and Tables

**Figure 1:**
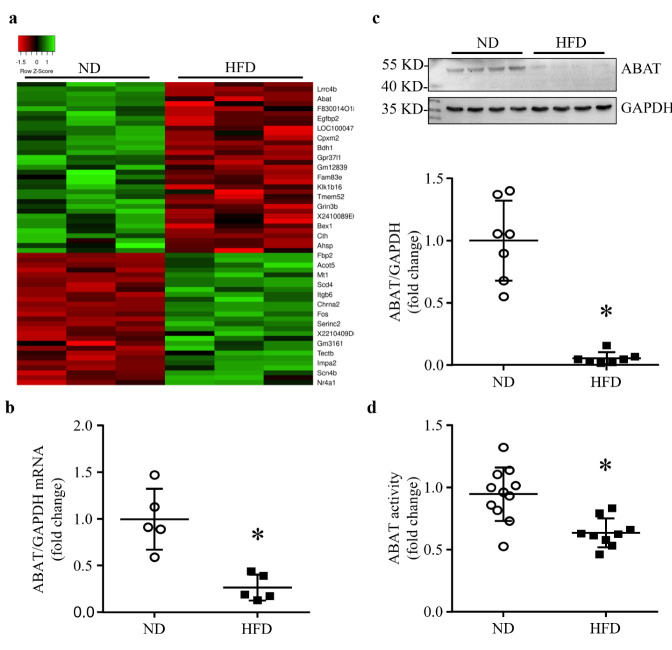
HFD results in a reduction of ABAT in mouse hearts. After 4 months of high fat diet (HFD) feeding, cDNA microarray determined differential expression of genes in mouse hearts. (**a**) Heat map of differential gene expression. (**b**) The mRNA level of *Abat* relative to GAPDH was analyzed by RT-PCR. Data are mean ± SD, n = 5 per group. * *p* < 0.05 vs. ND (normal diet). (**c**) ABAT protein level was detected by western blot analysis. Upper panel: a representative western blot for ABAT and GAPDH from 4 out of 7 different hearts in each group. Bottom panel: quantification of ABAT/GAPDH ratio. Data are mean ± SD, n = 7 per group. * *p* < 0.05 vs. ND. (**d**) ABAT activity was measured by an enzymatic activity assay. Data are mean ± SD, n = 9–11 per group. * *p* < 0.05 vs. ND.

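In the heat map, 31 gene labels could be read, 17 of genes drawn lower and 14 of genes drawn higher in HFD, and each label that was cut off was used only where a single gene name on the array starts with its readable part. This left 30 genes, because LOC100047 begins 12 names, and for a gene with several tested probes the one with the highest mean level was taken. The colours of the map are Z-scores of each gene across the 6 hearts, which show the direction of a change but not its size. The authors chose these genes from the same 6 hearts, so the tally is not independent evidence. The direction was the one drawn for 28 of the 30 genes, each with an unadjusted limma p below 0.05 and with no overlap between HFD and ND hearts. Of these, 26 differed at least 2-fold, and *Gm12839* (log2 fold change −0.99, SE 0.24) and *Scn4b* (0.99, SE 0.19) fell just short. After adjustment, *Chrna2* was the only one of the 28 to pass in limma, whereas 9 passed with normexp background correction and 9 with an intensity trend and robust variances. Normexp background correction also lowered the number at least 2-fold most, to 12. After *Abat*, the largest decreases were those of *Cth* (−1.85, SE 0.22, adjusted p = 0.0888), *Gpr37l1* (−1.45, SE 0.25, adjusted p = 0.148) and *Bdh1* (−1.40, SE 0.17, adjusted p = 0.0888). All 3 tested probes of *Bdh1*, which encodes a 3-hydroxybutyrate dehydrogenase of mitochondria, and both probes of *Cth* were lower. The largest increases were those of *Nr4a1* (2.17, SE 0.49, adjusted p = 0.240) and *Fos* (2.09, SE 0.30, adjusted p = 0.121), which belong to the immediate early genes, 18 of 19 of which were higher in HFD. *Ahsp* (−1.35, SE 0.39, adjusted p = 0.304) is expressed in red blood cell precursors, and all 13 tested genes of erythroid cells were lower in HFD. Apart from *Chrna2*, the other genes that were drawn and found higher lay between 0.99 and 1.66, with *Scd4* (SE 0.20, adjusted p = 0.0888) and *Acot5* (1.47, SE 0.26, adjusted p = 0.155) at the upper end. *Mt1*, drawn higher, had a log2 fold change of −0.23 (SE 0.13, adjusted p = 0.558), and its ND and HFD hearts overlapped. 2410089E03Rik, drawn lower, had probes that disagreed. Its brightest probe had a log2 fold change of 0.03 (SE 0.07, adjusted p = 0.917), and another, A_52_P194851, one of −1.22 (SE 0.30, adjusted p = 0.254).

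**Figure D3:**
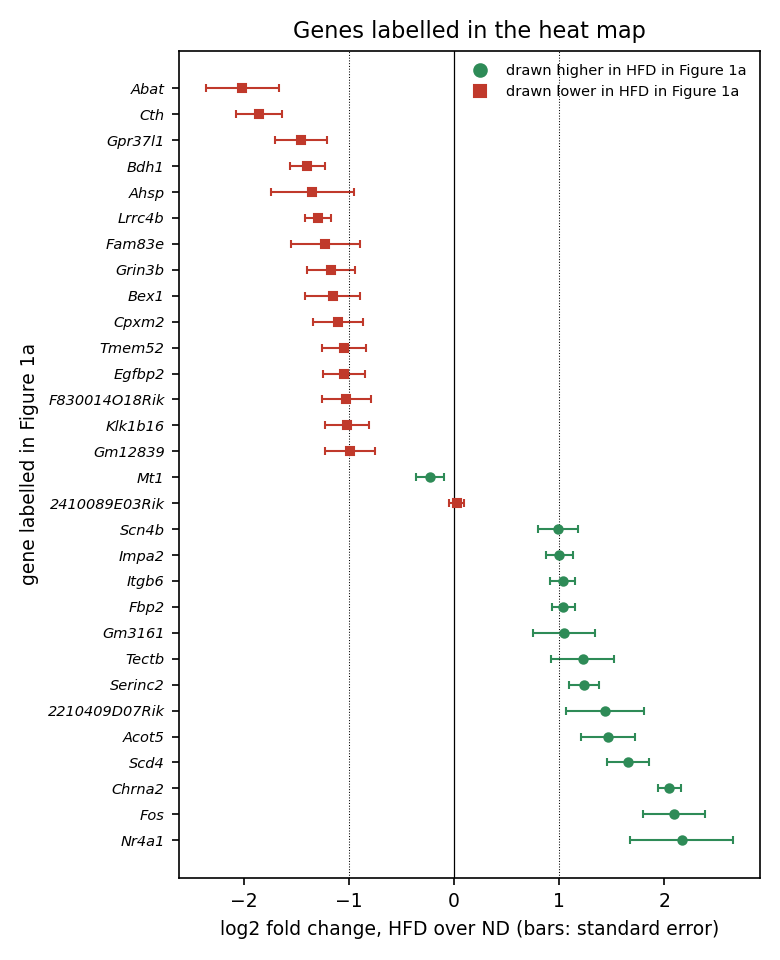
Log2 fold change of HFD over ND (horizontal axis, bars are standard errors from limma) for the 30 genes labelled in the heat map (vertical axis). Red squares are genes drawn lower and green circles genes drawn higher, dotted lines mark 2-fold, and 28 of the 30 lie on the side drawn, all but *Mt1* and 2410089E03Rik.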

**Figure 2:**
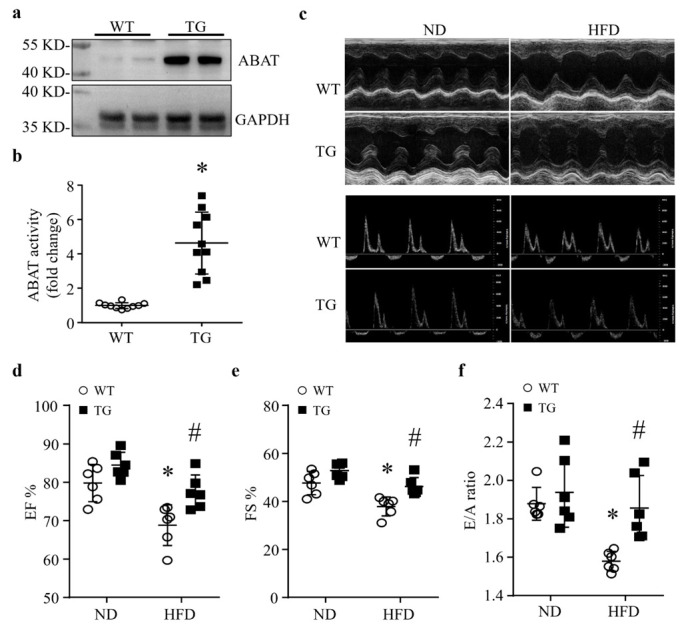
Cardiac overexpression of ABAT protects myocardial function in HFD fed mice. Transgenic mice with ABAT over-expression (TG) and their littermate controls (WT) were fed a ND (normal diet) or HFD (high fat diet) for 4 months. (**a**) A representative western blot for ABAT and GAPDH from 2 different hearts in each group. (**b**) ABAT’s GABA catabolic activity in the heart. Data are mean ± SD, n = 10 per group. * *p* < 0.05 vs. WT. (**c**–**f**) Myocardial function was measured by echocardiography. (**c**) Representative images at the papillary muscle level of echocardiography. (**d**) Ejection fraction (EF%). (**e**) Fractional shortening (FS%). (**f**) E/A ratio. Data are mean ± SD, n = 6 per group. * *p* < 0.05 vs. ND + WT, # *p* < 0.05 vs. HFD + WT.

**Figure 3:**
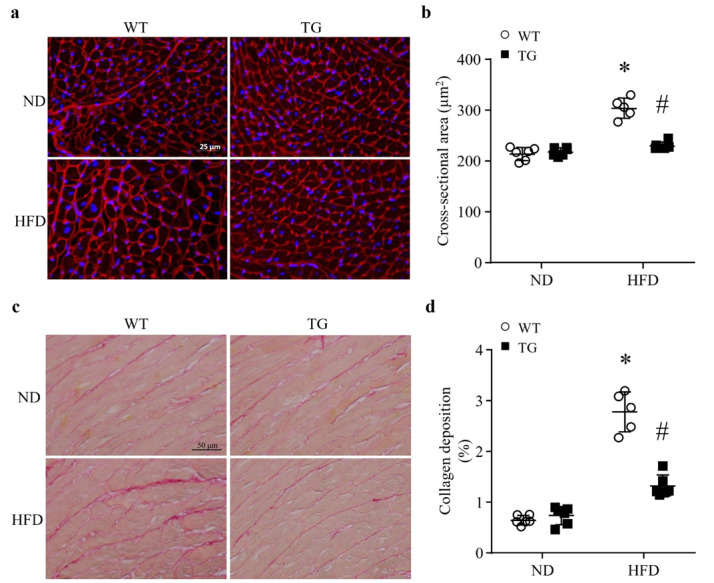
Cardiomyocyte cross-sectional area and collagen deposition in the heart. Transgenic mice with ABAT over-expression (TG) and their littermate controls (WT) were fed a ND (normal diet) or HFD (high fat diet) for 4 months. (**a**) Representative microphotographs of Texas Red^TM^-X conjugated wheat germ agglutinin (WGA) staining (red) and nucleus staining with Hoechst33324 (blue). (**b**) Quantification of cardiomyocyte cross-sectional area. Data are mean± SD. n = 5–6 per group. * *p* < 0.05 vs. ND + WT, # *p* < 0.05 vs. HFD + WT. (**c**) Representative microphotographs of Sirius red staining. (**d**) Quantification of collagen deposition. Data are mean± SD. n = 5–6 per group. * *p* < 0.05 vs. ND + WT, # *p* < 0.05 vs. HFD + WT.

**Figure 4:**
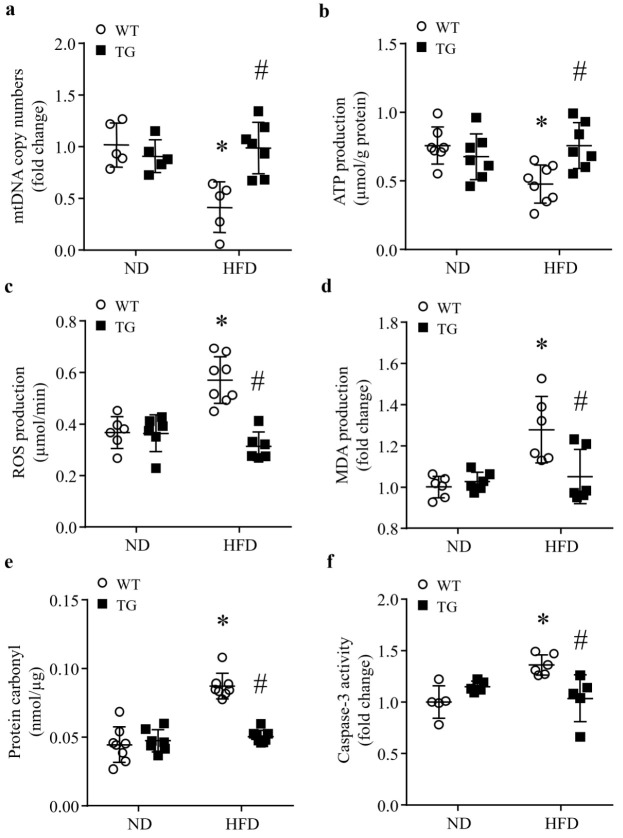
Effects of transgenic ABAT over-expression on mitochondrial function, oxidative stress and caspase-3 activation in HFD-fed mouse hearts. Transgenic mice with ABAT over-expression (TG) and their littermate controls (WT) were fed a ND (normal diet) or HFD (high fat diet) for 4 months. (**a**) Mitochondrial DNA (mtDNA) copy numbers in the heart. Data are mean± SD. n = 5–7 per group. * *p* < 0.05 vs. ND + WT, # *p* < 0.05 vs. HFD + WT. (**b**) ATP production in the heart. Data are mean± SD. n = 7–8 per group. * *p* < 0.05 vs. ND + WT, # *p* < 0.05 vs. HFD + WT. (**c**–**e**) Assessment of oxidative stress in the heart. Data are mean ± SD. n = 6–8 per group. * *p* < 0.05 vs. ND + WT, # *p* < 0.05 vs. HFD + WT. (**c**) ROS production, (**d**) MDA production and (**e**) protein carbonyl. (**f**) Apoptosis was assessed by caspase-3 activity. Data are mean± SD. n = 5–6 per group. * *p* < 0.05 vs. ND + WT, # *p* < 0.05 vs. HFD + WT.

**Figure 5:**
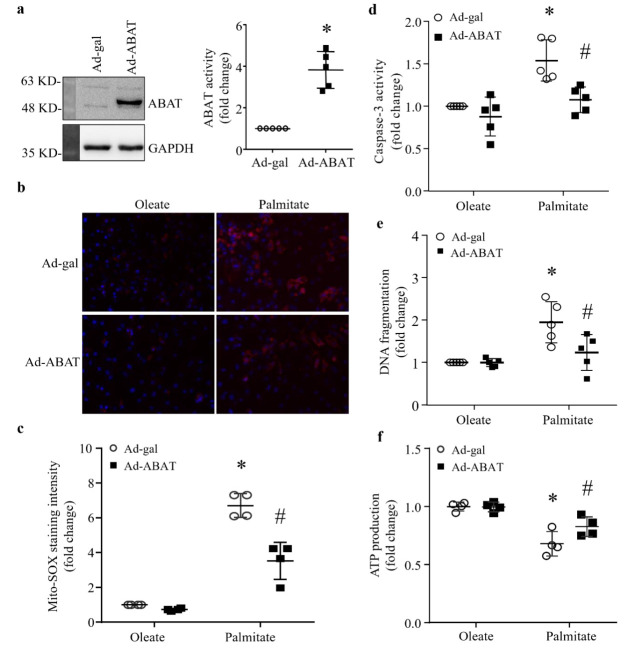
Effects of ABAT over-expression in palmitate-incubated neonatal mouse cardiomyocytes. Cultured neonatal mouse cardiomyocytes were infected with an adenoviral vector expressing ABAT (Ad-ABAT) or beta-gal (Ad-gal) and then exposed to palmitate or oleate (0.5 mM for 48 h). (**a**) ABAT protein expression and activity in cardiomyocytes. Left panel: a representative western blot for ABAT and GAPDH. Right panel: ABAT activity. Data are mean ± SD. n = 5 per group. * *p* < 0.05 vs. Ad-gal. (**b**) Representative microphotographs of MitoSOX^TM^ Red staining (red) and nucleus staining with Hoechst33324 (blue). (**c**) Quantification of MitoSOX^TM^ Red staining intensity. Data are mean ± SD. n = 4 per group. * *p* < 0.05 vs. Oleate + Ad-gal. # *p* < 0.05 vs. Palmitate + Ad-gal. (**d**) Caspas-3 activity. Data are mean ± SD. n = 5 per group. * *p* < 0.05 vs. Oleate + Ad-gal. # *p* < 0.05 vs. Palmitate + Ad-gal. (**e**) DNA fragmentation. n = 5 per group. * *p* < 0.05 vs. Oleate + Ad-gal. # *p* < 0.05 vs. Palmitate + Ad-gal. (**f**) ATP production. n = 4 per group. * *p* < 0.05 vs. Oleate + Ad-gal. # *p* < 0.05 vs. Palmitate + Ad-gal.

**Figure 6:**
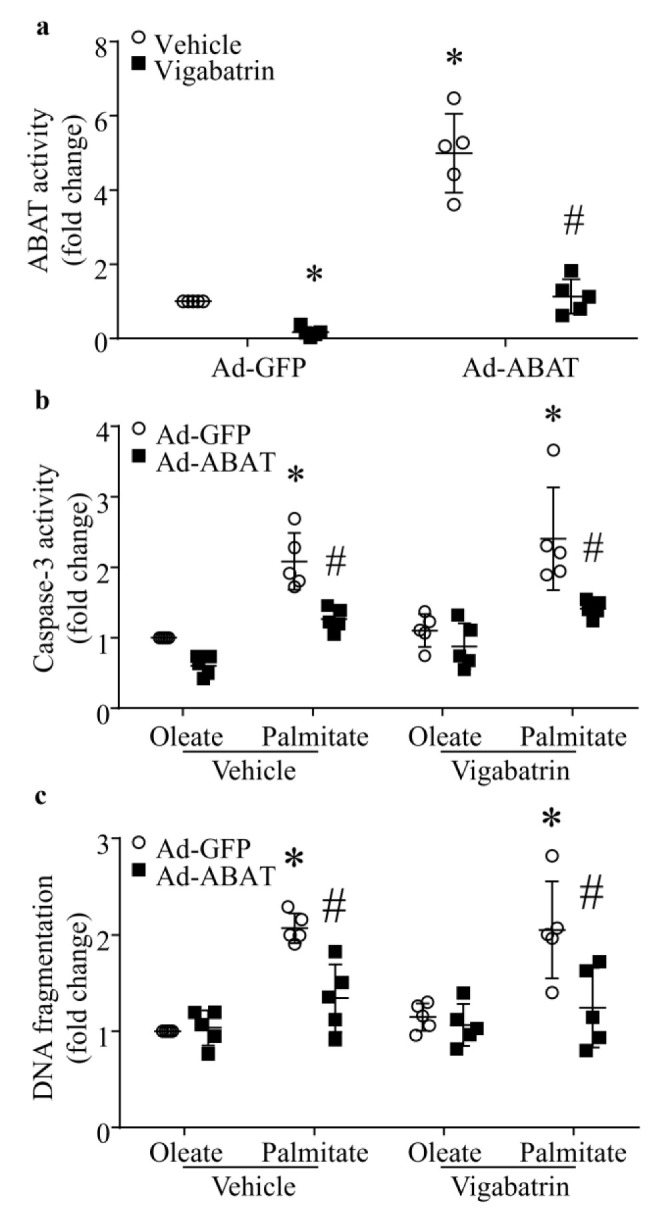
Effects of Vigabatrin on apoptosis in cardiomyocytes. Cultured neonatal mouse cardiomyocytes were infected with an adenoviral vector expressing ABAT (Ad-ABAT) or GFP (Ad-GFP) and then exposed to palmitate or oleate (0.5 mM) in the presence of vehicle or Vigabatrin (500 μM), a selective inhibitor of ABAT for 48 h. (**a**) ABAT’s GABA catabolic activity. Data are mean ± SD, n = 5 in each group. * *p* < 0.05 vs. Ad-GFP + Vehicle, # *p* < 0.05 vs. Ad-ABAT + Vehicle. (**b**) Caspase-3 activity. Data are mean ± SD, n = 5 in each group. * *p* < 0.05 vs. Ad-GFP + Oleate + Vehicle, or Ad-GFP + Oleate + Vigabatrin, # *p* < 0.05 vs. Ad-GFP + Palmitate + Vehicle, or Ad-GFP + Palmitate + Vigabatrin. (**c**) DNA fragmentation. Data are mean ± SD, n = 5 in each group. * *p* < 0.05 vs. Ad-GFP + Oleate + Vehicle, or Ad-GFP + Oleate + Vigabatrin, # *p* < 0.05 vs. Ad-GFP + Palmitate + Vehicle, or Ad-GFP + Palmitate + Vigabatrin.

## Data Availability

The microarray data are available in GEO database (GSE150229). Other data presented in this study are available on request from the authors.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms23042182/s1.

# Supplementary material for: Gamma-Aminobutyrate Transaminase Protects against Lipid Overload-Triggered Cardiac Injury in Mice
**Source:** Int J Mol Sci. 2022 Feb 16;23(4):2182. doi: 10.3390/ijms23042182
**Supplement:** Supplementary file 1

Article

# Gamma-Aminobutyrate Transaminase Protects Against Lipid Overload-Triggered Cardiac Injury in Mice

Mengxiao Zhang <sup>1,2,3,†</sup>, Huiting Zhong <sup>1,†</sup>, Ting Cao <sup>1</sup>, Yifan Huang <sup>1</sup>, Xiaoyun Ji <sup>3,4</sup>, Guo-Chang Fan <sup>5</sup> and Tianqing Peng <sup>3,4,6,7,\*</sup>

† These authors equally contributed to this work.

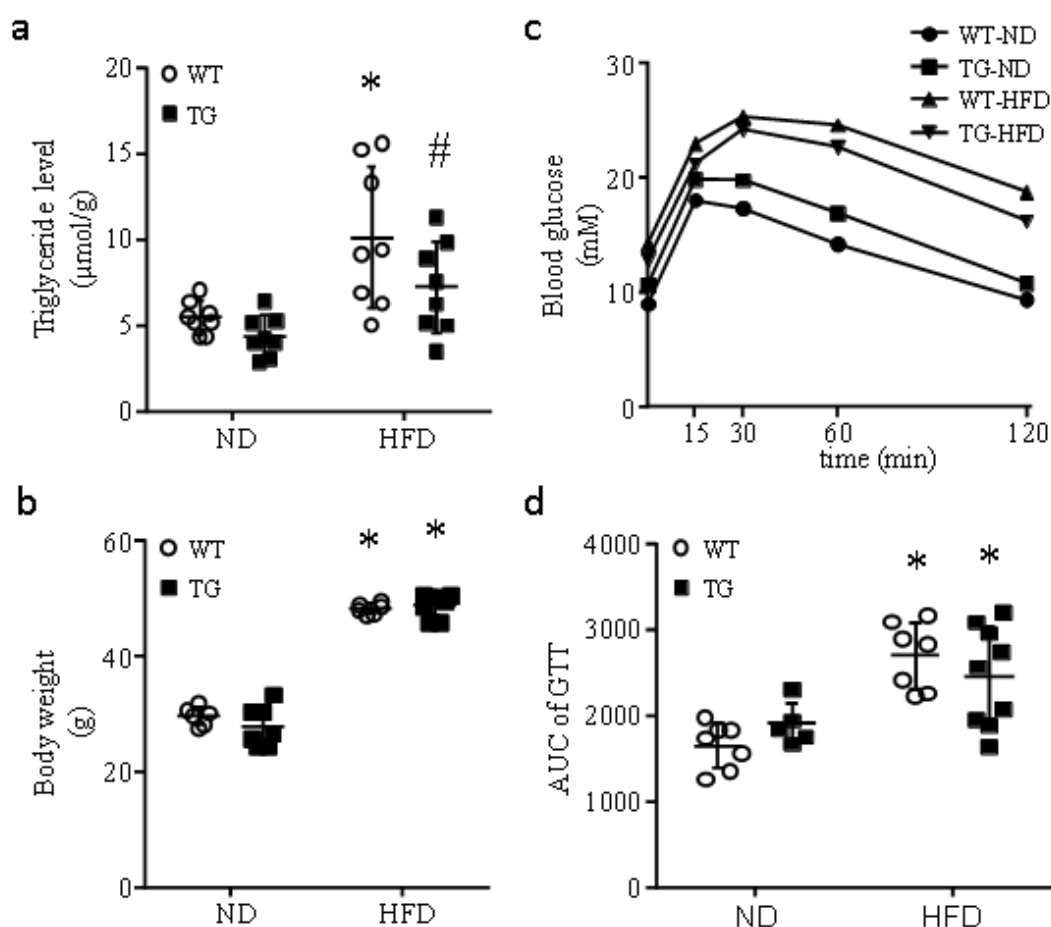

**Figure S1.** Metabolic changes in HFD-fed mice. Transgenic mice with cardiac-overexpression of ABAT (TG) and their littermate controls were fed with a HFD or ND for 4 months. (a) Triglyceride levels in heart tissues. (b) Body weight. (c) Glucose tolerance test (GTT) curve. (d) Area under curve (AUC) of GTT. Data are mean±SD, n=5-9 in each group. \**P* < 0.05 vs. ND+WT or ND+TG, #*P* < 0.05 vs. HFD+WT.

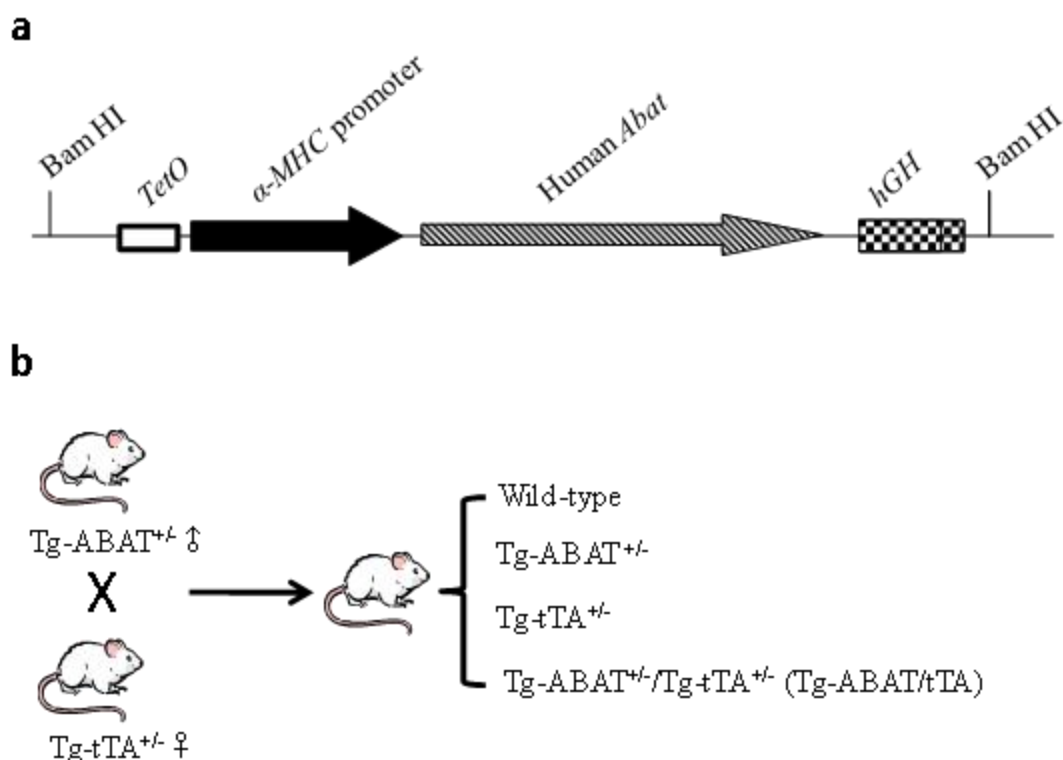

**Figure S2.** Generation of transgenic mice with cardiomyocyte-specific over-expression of human ABAT. (a) Schematic structure of the transgenic vector containing full-length human Abat cDNA (coding region) under the tetracycline transactivator (tTA)-inducible mouse alpha-myosin heavy chain ( $\alpha$ -MHC) promoter. (b) The Tg-ABAT<sup>+/-</sup> mice were crossed with transgenic mice with cardiomyocyte-specific tTA overexpression (Tg-tTA<sup>+/-</sup>) to produce wild-type, Tg-tTA<sup>+/-</sup>, Tg-ABAT<sup>+/-</sup> and Tg-ABAT<sup>+/-</sup>/tTA<sup>+/-</sup> mice. The double Tg-ABAT<sup>+/-</sup>/tTA<sup>+/-</sup> mice expressed human ABAT restricted to cardiomyocytes and were used as transgenic mice.

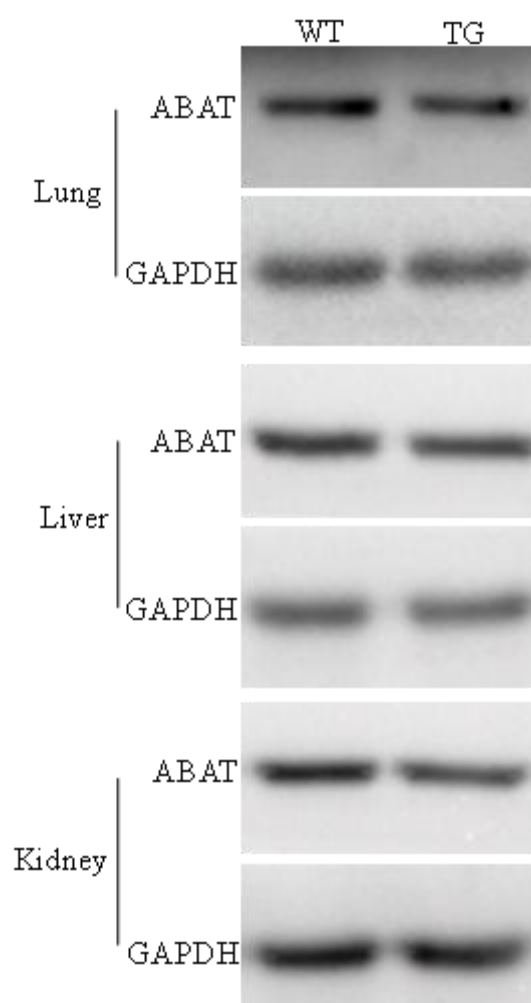

**Figure S3.** ABAT protein expression in lung, liver and kidney tissues. Lung, liver and kidney tissues from transgenic mice with cardiomyocyte-specific ABAT over-expression (TG) and their littermate controls (WT) were collected and subjected to western blot analysis for ABAT and GAPDH protein. Representative western blots for ABAT and GAPDH show that the protein levels of ABAT do not differ between transgenic mice and their littermate controls.

**Table S1. Fasting blood glucose of mice fed a HFD for 4 months**

| Group           | n | Fasting blood glucose (mM) |
|-----------------|---|----------------------------|
| Control-ND      | 7 | 9.00±1.02                  |
| Tg-ABAT/tTA-ND  | 6 | 10.57±2.70                 |
| Control-HFD     | 7 | 14.21±2.80*                |
| Tg-ABAT/tTA-HFD | 9 | 12.81±2.22                 |

ND, normal diet; HFD, high fat diet. Data are mean ± SD, n=6-9, \* $P < 0.05$  vs. Control-ND.

**Table S2. Echocardiographic analysis in mice fed a high fat diet for 4 months**

|                        | Control-ND | Tg-ABAT/tTA-ND | Control-HFD | Tg-ABAT/tTA-HFD          |
|------------------------|------------|----------------|-------------|--------------------------|
| E/A                    | 1.88±0.08  | 1.94±0.18      | 1.58±0.05*  | 1.86±0.17 <sup>#</sup>   |
| FS (%)                 | 47.66±4.89 | 52.84±3.17     | 37.96±3.90* | 46.25±3.77 <sup>#†</sup> |
| EF (%)                 | 79.79±4.84 | 84.50±3.32     | 68.83±5.27* | 77.50±4.41 <sup>#†</sup> |
| LVID <sub>d</sub> (mm) | 3.64±0.21  | 3.52±0.21      | 4.01±0.33   | 3.83±0.37                |
| LVID <sub>s</sub> (mm) | 1.97±0.20  | 1.89±0.26      | 2.37±0.28   | 2.01±0.39                |

E/A, the ratio of E over A; FS, fractional shortening; EF, ejection fraction; LVID<sub>d</sub>, left ventricle (LV) end-diastolic inner diameter; LVID<sub>s</sub>, LV end-systolic inner diameter; ND, normal diet; HFD, high fat diet. Data are mean±SD, n=6-8, \* $P < 0.05$  vs. Control-ND, <sup>#</sup> $P < 0.05$  vs. Control-HFD and <sup>†</sup> $P < 0.05$  vs. Tg-ABAT/tTA-ND.

How the deposited data were processed for this re-analysis (not part of the article)

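RNA from the hearts of 3 ND- and 3 HFD-fed mice was measured on 6 Agilent mouse arrays of 55681 probes other than controls, 1 array per heart and 1 colour (Cy3). The authors' deposited intensities are on a linear scale. Agilent Feature Extraction 10.7.1.1 had subtracted the background and a spatial trend within each array, and nothing had been normalized between arrays. The deposited spot and local background brightness, also an intensity, was used only for the alternative background correction. The authors also deposited a table of log2 values of the same arrays, and the paper's text does not say how it was made. Set against the scanner values, each column followed its own array (Spearman's rho of 0.9999 or 1 across probes, at most 0.954 with another array), and the values matched a quantile normalization of the log2 intensities with a median difference of at most 7.05e-05. This table was used as an alternative. The files give probe positions on mm9, and gene names are those of the array design.

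Control spots and the 127 to 190 spots per array with an outlier flag of the software were left out, saturated spots would have been kept (there were none), and spots of 1 probe were averaged. The intensity was put on the log2 scale and the 75th percentile of the array was subtracted. Probes were tested when well above background on every array of 1 group or more and measured on at least 2 arrays of each group. HFD was compared with ND in limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over the 27590 probes tested. Data were read with data.table 1.17.8 and jsonlite 2.0.0, statmod 1.5.0 served the robust fits, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Different probes of a gene were tested separately. Between 49.2% and 53.0% of probes were well above background on an array, and the 3 hearts per group limit the precision of each mean. No pair of arrays held the same values (Pearson's r of 0.990 to 0.995 within a group), so each heart counts as 1 replicate.

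The design, the alternatives, the gene lists and the rule for the genes named were fixed before the data were examined, except where a choice is said to have been made later. Named are the genes in the paper's text and legends, the genes whose labels can be read in Figure 1a, and the 5 probes with the largest increase and the 5 with the largest decrease that pass the adjustment without overlap between the diets, filled up from probes at an unadjusted p below 0.05 and 2-fold. Members of a gene list are named with their list. The separate result of 1 list member is not reported. Each of 20 lists was reduced to 1 probe per gene, the one with the highest mean level, and tested with limma's camera (inter-gene correlation 0.01, two-sided) where at least 4 of its genes were tested, which held for 18 lists. The lists cover GABA catabolism and transport, mitochondrial nucleoside salvage, mitochondrial DNA maintenance, mitochondrially encoded transcripts, fatty acid use, hypertrophy, fibrosis, oxidative stress response, apoptosis, erythroid cells, white adipocytes, brown adipocytes, atrial muscle, skeletal muscle, nerve and glia, immediate early genes, circadian genes of 2 phases, Y-linked genes and X inactivation.

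The alternatives were quantile normalization, normexp background correction with an offset of 50, no filter on dim probes, only probes well above background on all 6 arrays, the authors' log2 table, the methods' t-test, an intensity trend with robust variances, array weights, the replicate number as a block, each heart left out in turn, the average of a gene's probes, the software's outlier spots kept, and for the lists fry and an estimated inter-gene correlation. The replicate numbers of the diets were not treated as pairs. The code was tested on simulated data with 200 of 27551 probes changed between 3 hearts and 3. There limma called 173 of the 200 (86.5%) and 8 unchanged probes, the intensity trend with robust variances 176, and the methods' t-test after adjustment 120. In the same simulation, camera called both of 2 shifted lists and 0 of the unshifted ones. The simulated probes varied independently of each other, and the simulated lists were random genes. The simulation therefore cannot show how camera does on lists whose genes vary together.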

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

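The tests of normalization for the fatty acid and immediate early genes, of globins against other erythroid genes, of less blood by the fibrosis genes and of the brighter skeletal muscle genes were chosen only after the result was seen, as were the settings with the slide row or the atrial score. The tests of the substrain by *Nnt* and of handling by heat shock genes were chosen after their pattern was seen and before their own value was. The 6 hearts can be split into 3 and 3 in 10 ways. The real split gave the most probes past the adjustment (1 of 10 splits with as many as 4), 2 of 10 splits gave as many as 169 probes at an unadjusted p below 0.05 and 2-fold, and 4 of 10 gave as many as 5 gene lists past the adjustment. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded for any of the 3 counts.

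*Wdfy1* (log2 fold changes of 2.07 and 2.33 for its probes past the adjustment) and *Amph* (1.45) are genes that the paper does not discuss, and all 3 HFD hearts were above all 3 ND hearts for each of these probes. In *Wdfy1* only the probes of NM_001111279 rose, and the average over all its probes was 0.92 (adjusted p = 0.0745). Probe A_55_P2092730 of *Wdfy1* lost its call in 7 of 19 other settings, among them without ND 1 (adjusted p = 0.0524), without HFD 2 (0.0708) and without HFD 3 (0.0792), with adjusted p from 0.000225 to 0.14 over all settings. Probe A_66_P118236 of *Wdfy1*, not well above background in any ND heart, lost its call in 13 of 18 settings, whichever heart was left out (adjusted p from 0.0948 to 0.192), with adjusted p from 0.0122 to 0.265 over all settings, and its log2 fold change was 0.87 with normexp background correction. *Amph* lost its call in 13 of 19 settings, whichever heart was left out (adjusted p from 0.0948 to 0.194), with a log2 fold change of 1.32 to 1.61 over all settings and an adjusted p from 0.00568 to 0.273. *Chrna2*, labelled in Figure 1a, lost its call in 10 of 19 settings, with every heart left out but HFD 1 (adjusted p from 0.0794 to 0.143), with adjusted p from 0.000889 to 0.161 over all settings. A difference between slides is argued against as the cause, since 1 slide held both diets, although the rows of the slide were not balanced between them. Blood content as the whole cause is argued against for these probes and *Chrna2*. More blood in the HFD hearts is argued against by the erythroid genes, whose median log2 fold change was −0.48. Less blood would raise all transcripts outside blood alike, whereas the genes of the fibrosis list had a median of 0.066 and at most 0.72, below each of the 4 called probes. A difference in the time of day at collection stays open for these probes. The circadian genes of the phase opposite to daytime had a median of 0.0089 with members on both sides, which decides nothing. Different C57BL/6 substrains in the diets are a candidate explanation for *Wdfy1* that these arrays cannot tell apart from the diet. Against it, the paper states that its C57BL/6 breeders came from the Jackson Laboratory. It also describes all adult mice of the study as littermates from a single generation. *Nnt*, which is partly deleted in the J substrain, had a log2 fold change of 0.034 (SE 0.13), but the place of its probe relative to the deleted exons was not checked. The diet itself stays among the open explanations, as untested.

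The genes of fatty acid use were higher in HFD as a list, with a median log2 fold change of 0.27 and a mean of 0.43, and 25 of 26 genes were higher (camera adjusted p = 1.31e-12). Adjusted over the list alone, 12 genes passed in limma, and over all probes 0 did. The mean level of the list was higher in all 3 HFD hearts than in all 3 ND hearts (two-sided exact permutation test, p = 0.10, the smallest possible). The call held with every heart left out in turn but not under fry (adjusted p = 0.0825) or with an estimated correlation (0.481). These tests also undid the calls of the other 4 lists, whose adjusted p was 0.0825 to 0.174 under fry and 0.481 with an estimated correlation. Normalization as the cause is argued against by the smallest median under another scaling, 0.27 with normexp background correction. A response of the heart to the fat in the diet may explain the rise and is a hypothesis that was not tested apart from chance.

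The immediate early genes were higher in HFD, with a median log2 fold change of 0.81 and 18 of 19 genes higher (camera adjusted p = 4.47e-11, all 3 HFD hearts above all 3 ND hearts in mean level). Adjusted over the list alone, 7 genes passed in limma, and 2 of the 19, *Fos* and *Nr4a1*, are labelled in Figure 1a. Normalization is argued against as the cause, with a smallest median of 0.53 under normexp background correction. With the slide row as a term the median was 0.23. Row 1 held only HFD hearts, so that fit sets HFD 3 alone against the ND hearts. A different handling of the animals or a delay at collection could raise these genes and cannot be told apart from an effect of the diet. Heat shock genes, which such stress also raises, had a median of 0.16, with 8 of 10 higher and the hearts of the diets overlapping (two-sided exact permutation test of the mean level, p = 0.50), and a short delay would not need to raise them.

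The erythroid genes were lower in HFD, with a median log2 fold change of −0.48 and 13 of 13 genes lower (camera adjusted p = 4.11e-06, all 3 HFD hearts below all 3 ND hearts in mean level). Adjusted over the list alone, 7 genes passed in limma. *Ahsp* is the member labelled in Figure 1a. A smaller amount of blood left in the HFD hearts is a candidate explanation, consistent with the 4 globin genes being lower too (median −0.44, from −0.55 to −0.14, against −0.64 for the other 9 genes). It cannot be told apart from another change in blood or red cells with diet, since no measure of blood outside these genes was analysed here. With ND 2 left out the median was −0.35 and the call held.

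The skeletal muscle genes were lower in HFD, with a median log2 fold change of −0.41 and 7 of 7 genes lower (camera adjusted p = 0.0427), and adjusted over the list alone 0 genes passed in limma. The call was lost in 10 of 17 other settings, with adjusted p from 0.00719 to 0.481. Among them were quantile normalization (0.0593) and the fits without ND 1 (0.0973), without HFD 1 (0.122) and without HFD 2 (0.0931). Attached skeletal muscle could differ between the pieces of heart and cannot be told apart from a change within the heart. The 3 brightest genes had a median of −0.19 and lay from −0.51 to −0.01, so they do not all stay level.

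The circadian genes with a daytime peak were lower in HFD, with a median log2 fold change of −0.29 and 9 of 12 genes lower (camera adjusted p = 0.0350, all 3 HFD hearts below all 3 ND hearts in mean level). Adjusted over the list alone, 2 genes passed in limma. The call was lost in 6 of 17 other settings, with adjusted p from 0.0124 to 0.481, among them without ND 1 (0.0982), without HFD 1 (0.0847) and without HFD 3 (0.0800). A collection at different times of day may explain the shift and is not excluded by the 5 genes of the opposite phase (median 0.0089, 3 higher and 2 lower). The paper's text does not give the time of collection, and an effect of the diet on the clock was not tested.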

How the results depend on the processing

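The slide row as a term and the atrial score as a covariate were chosen after seeing the data. Row 1 held only HFD 1 and HFD 2, so the fit with the slide row sets HFD 3 alone against the ND hearts. Its values are effect sizes of a single HFD heart and do not adjust the diet comparison for the row. The slide as a block could not be run, because 1 slide held all 6 arrays. Where a value changed, the cause was not tested unless fewer probes or hearts explain it.

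The log2 fold change of *Abat* kept its sign and its side of the adjusted p in 19 of 19 settings, from −2.37 to −1.66, with adjusted p from 0.0769 to 0.519. It ranked 6 among all probes by decrease. The rank was 1 with normexp background correction, 74 with no filter on dim probes, 2 among probes above background on all 6 arrays, 10 in the authors' log2 table and 25 with the slide row, and 8 to 41 with 1 heart left out. The fewer or more dim probes tested explain the rank of 2 and the rank of 74. The number of heat map genes in the direction drawn was 28 or 29 of 30 in every setting.

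After adjustment, 4 probes passed. The number was 40 with normexp background correction (20 higher and 20 lower), 2 in the authors' log2 table, 8 with the methods' t-test (2 higher and 6 lower, 1 of them shared), 81 with an intensity trend and robust variances (4 shared), 7 with array weights (4 shared), 1 with the average of a gene's probes and 2 with the atrial score. It was 0 in limma with no filter on dim probes, where 3438 probes had an unadjusted p below 0.05. With 1 heart left out it was 0 to 5, and 0 without ND 1, HFD 2 or HFD 3.

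The same replicate numbers do not mark pairs here, because the deviations of same-numbered hearts from their group means correlated at −0.15, 0.15 and 0.19 over probes. With the replicate block, 0 probes passed the adjustment in limma, 3020 had an unadjusted p below 0.05, and the number of gene lists called was 5, as without it.

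At an unadjusted p below 0.05 and 2-fold, 169 probes passed, 51.5% of them higher. The number was 40 with normexp background correction, 626 with no filter on dim probes (64.7% higher), 97 among probes above background on all 6 arrays (41.2% higher), 323 with the slide row, and 188 to 293 with 1 heart left out. The methods' t-test gave 124 at these limits and 3145 at an unadjusted p below 0.05 alone. Quantile normalization moved the share of higher probes by less, to 47.4%. Signal over background limits these counts, since folds of dim probes are bounds at best.

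Of the 20 gene lists, 5 passed the adjustment under camera. The number was 0 under fry, 0 with an estimated correlation, 3 among probes above background on all 6 arrays, and 3 to 8 with 1 heart left out. It was 8 without HFD 2, where fibrosis, nerve and glia, mitochondrially encoded transcripts and atrial muscle also passed and skeletal muscle did not.

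Some log2 fold changes and list medians changed sign, most of them near 0. The largest reversals were those of atrial muscle, from −0.42 to 0.86 with the slide row and to 1.24 without HFD 2. Under quantile normalization, *ND1* (−0.03) went to 0.037, the mitochondrially encoded transcripts (−0.03) to 0.058 and apoptosis (−0.0008) to 0.014. In the authors' log2 table these were 0.035, 0.043 and 0.0097. With normexp background correction *ND1* was at 0.0036. With no filter on dim probes apoptosis was at 0.012 and the circadian genes of the opposite phase (0.0089) at −0.001, and among probes above background on all 6 arrays the latter were again at −0.001. With the average of a gene's probes, *Myh6* (0.08) went to −0.0098 and 2410089E03Rik (0.03) to −0.35. With the slide row, *Myh6* was at −0.072, hypertrophy (0.07) at −0.15, oxidative stress response (0.05) at −0.0093, apoptosis at 0.022 and the circadian genes of the opposite phase at −0.032. With the atrial score apoptosis was at 0.0046.

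With 1 heart left out, log2 fold changes or list medians of both signs were found for *ND1* (−0.12 to 0.083), 2410089E03Rik (−0.015 to 0.063), mitochondrial DNA maintenance (−0.12 to 0.001), mitochondrially encoded transcripts (−0.12 to 0.035), hypertrophy (−0.0052 to 0.16), fibrosis (−0.042 to 0.21), oxidative stress response (−0.023 to 0.082), apoptosis (−0.011 to 0.052), white adipocytes (−0.33 to 0.090), brown adipocytes (−0.11 to 0.028), atrial muscle (−1.22 without HFD 1 to 1.24) and nerve and glia (−0.096 to 0.43). Of the named genes, *Lrrc4b*, *Bdh1*, *Fbp2*, *Scd4*, *Itgb6*, *Serinc2* and *Impa2* passed the adjustment in 2 of 19 settings each (normexp background correction, and an intensity trend with robust variances), and *Cyp1a1* in 1 (the latter setting). *Cth* passed in the latter setting too, and with normexp background correction only by its other probe, A_51_P431737 (adjusted p = 0.0271), which was the brighter one there.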

Differences from the paper's values

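Of the 30 heat map genes that could be read, 28 had the direction the paper draws, and the other 2 did not. Figure 1a draws *Mt1* as higher in HFD, and here its log2 fold change was −0.23 (SE 0.13) and lay between −0.36 and −0.13 in every setting, so no setting reached the direction drawn. Figure 1a draws 2410089E03Rik as lower in HFD, and here the log2 fold change of its brightest probe was 0.03 (SE 0.07). Its probe A_52_P194851 was lower, at −1.22, and the gene was also lower, at −0.35, with the average of its probes, and at −0.02 without HFD 3. In the other settings its brightest probe lay between 0.016 and 0.11.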

Other observations

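The tests with the atrial score and with the slide row were chosen only after the result was seen. The test of receptor targets beside *Cyp1a1* was chosen after the *Cyp1a1* value was seen and before the values of the targets were.

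Technical causes of the lower *Abat* were tested. Normalization is argued against by the smallest decrease under another scaling, a log2 fold change of −1.94 with normexp background correction, which left *Abat* at an unadjusted p below 0.05 and 2-fold. That *Abat* did not pass the adjustment in any setting holds there too. Less nerve or glia in the HFD pieces of heart is argued against by the nerve and glia genes, with a median log2 fold change of 0.081. Apart from *Gpr37l1* (−1.45), the 12 tested genes of this list lay from −0.25 to 0.50. A different share of atrium is argued against as the whole cause by the fit with the atrial score, in which the log2 fold change of *Abat* was −1.94 (SE 0.24, adjusted p = 0.117, where the adjusted p over all settings ran from 0.0769 to 0.519). From these 6 arrays alone chance stays open for *Abat*, and an effect of the diet is among the open explanations. Read by eye from Figure 1b, the paper's RT-PCR put *Abat* in HFD hearts at 0.27 of ND (error 0.14). The arrays put it at 0.248. The paper does not state whether the RT-PCR hearts include those on the arrays, so the 2 values may not be independent. The paper's protein and activity measurements of *Abat* were not analysed here.

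The largest difference among the hearts did not follow the diet. The first principal component of the tested probes took 30.8% of the variance and had HFD 2 at one end (−42.3), whereas the second (27.7%) had all ND hearts on one side and all HFD hearts on the other. *Sln* was at 3.43, 5.05 and 6.97 in ND 1, ND 2 and ND 3, and at 7.45, −2.14 and 6.46 in HFD 1, HFD 2 and HFD 3. *Myl7* was at 2.67, 4.30 and 5.94 in the ND and at 6.48, −1.43 and 5.43 in the HFD hearts. The median log2 fold change of the atrial list was −0.42, its mean was −0.34 and camera gave the direction as up (adjusted p = 0.856), and without HFD 2 the median was 1.24 (adjusted p = 0.00477). The split of ND 3, HFD 1 and HFD 3 against the other hearts gave 328 probes at an unadjusted p below 0.05 and 2-fold, more than the 169 of the diets, and these were the hearts with the highest levels of both genes. A different share of atrium in the pieces of heart is a candidate explanation of this split. With the atrial score in the model, 188 probes passed these limits for the diets.

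*Cyp1a1* had the largest decrease of all probes tested (at least 9.76-fold). In other settings its log2 fold change came as near 0 as −1.83, a smaller decrease than this bound. It passed the adjustment only with an intensity trend and robust variances (adjusted p = 0.0175, with a range over all settings from 0.0175 to 0.349). A ligand of the aryl hydrocarbon receptor in the chow of the ND, and not in the HFD, might explain this and cannot be told apart from another effect of the diet. The 5 other tested targets of the receptor had a median log2 fold change of −0.056 and went both ways, with *Cyp1b1* at −0.49, *Ahrr* at −0.34, *Tiparp* at −0.06, *Aldh3a1* at 0.10 and *Nqo1* at 0.28.

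Genes that the paper uses as an RT-PCR reference, as DNA targets or as a promoter did not pass the adjustment. For *ND1* and *B2m* the paper measured DNA, and *Myh6* gives the promoter of its transgene. The RNA levels of these genes here do not test those uses. All 8 tested probes of *Gapdh*, the reference of the paper's RT-PCR, were lower in HFD, with log2 fold changes of −0.26 (SE 0.09) to −0.09 (SE 0.08). Of the 8, 6 had no overlap between the diets (chance gives 10%) and 3 had an unadjusted limma p below 0.05 (0.0306, 0.0325 and 0.0352), with adjusted p from 0.371 to 0.730, and the probes of 1 gene are not independent. The sign was the same in 19 of 19 settings for the brightest probe. *B2m* was at 0.08 (SE 0.08), mitochondrially encoded *ND1* at −0.03 (SE 0.12), with a sign that flipped under quantile normalization (0.04), and the probes of *Myh6* at 0.08 (SE 0.09) and −0.10 (SE 0.09).

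The other gene lists did not pass the adjustment. The median log2 fold change was −0.15 for GABA catabolism and transport (adjusted p = 0.249), −0.08 for mitochondrial nucleoside salvage (0.486), −0.06 for mitochondrial DNA maintenance (0.829, mean 0.0053), −0.03 for mitochondrially encoded transcripts (0.744), 0.07 for hypertrophy (0.829, mean −0.02), 0.07 for fibrosis (0.249) and 0.05 for oxidative stress response (0.607). It was −0.0008 for apoptosis (0.829, mean 0.02, direction up in camera), −0.19 for white adipocytes (0.781), −0.09 for brown adipocytes (0.829, direction up in camera) and 0.08 for nerve and glia (0.856). The circadian genes of the opposite phase had an adjusted p of 0.628. The mitochondrially encoded transcripts passed the adjustment without HFD 2 (median −0.12, adjusted p = 0.0440), as did nerve and glia (0.43, adjusted p = 0.0395). With the slide row, which leaves HFD 3 alone against the ND hearts, the median of the mitochondrially encoded transcripts was −0.19. Fibrosis passed the adjustment without HFD 2 (median 0.21, adjusted p = 4.46e-05) and with the atrial score (0.10, adjusted p = 0.0151). The 3 tested Y-linked genes had a median of 0.01, and 0 genes of X inactivation were tested, so neither list had a test. The tested genes of GABA metabolism other than *Abat* lay between −0.19 and 0.16.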
